A study of Zea mays with 4 samples. Its data were reported in "NAKED ENDOSPERM1, NAKED ENDOSPERM2, and OPAQUE2 interact to regulate gene networks in maize endosperm development" (2023).

How the data were processed

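DNA affinity purification sequencing (DAP-seq) measures where a transcription factor binds naked genomic DNA. Each factor is made in vitro with a HALO tag, held on magnetic beads and mixed with a library of sheared genomic DNA, and the DNA that stays on the beads is amplified and sequenced. The DNA came from 14-day-old seedlings of the maize inbred line B73 and was sheared to about 200 bp. The 4 samples were NKD1, NKD2, HB115 and NACTF49, with 1 library per factor. NKD1 and NKD2 were read with paired reads of 150 bp, and HB115 and NACTF49 with single reads of 75 bp.

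Per the methods, which give one procedure for DAP-seq samples, the authors trimmed the reads with Trimmomatic, mapped them with Bowtie2 to build v4 of the B73 genome, kept reads with a mapping quality above 30 and called binding events with GEM. GEM is a peak caller that places events from the distribution of reads together with enriched short words (k-mers) in the sequence, so its summits depend on the sequence as well as on the reads. Events also found with a HALO-GST negative control were subtracted, as were regions on a list of problem regions that had been moved from build v3 to build v4. The methods do not mention HB115 and NACTF49 by name. Their file names give the same mapping quality limit, default GEM settings, a negative control, another version of the list of problem regions, and build v3, which conflicts with the build v4 that the methods state for DAP-seq. On 10 of 10 chromosomes, the farther end of the HB115 and NACTF49 lists lay below the farther end of the NKD lists, by 1.40 to 6.52 Mb. Both were therefore treated as build v3 and the NKD lists as build v4, but the conflict was not settled from the sequence. No position was compared between the builds, and no coordinate was converted.

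Each deposited list gives 1 interval of 201 bp per event, centred on the summit. The deposited signal value is the strength that GEM gave the event, and it was not scaled between libraries. Per the format of the deposited lists, 2 further columns hold −log10 of the p-value and −log10 of the q-value of each event. The deposited lists also hold a display score, which was not used for any result. Signals and q-values are the authors' own values for each peak and were used to describe each list and to rank or filter peaks within it. The rank correlation between NKD1 and NKD2 signals over shared pairs uses ranks within each list. Signal levels of different libraries were not tested against each other. Peaks were called per sample, so no list pools replicates. The lists hold no read totals, so the sequencing depth of each library is unknown here.

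Peaks of different lists on the same build were called shared when their summits lay within 100 bp. Shares carry 95% Wilson intervals, which cover counting error only, and shares in shorter lists were also given their own. The number shared was set beside 10000 circular shifts of 1 list along each chromosome, whose length was taken as the largest deposited end over the lists of that build. Ranks are percentiles by signal within a list, from weak to strong. Median percentiles carry a 95% interval from order statistics and were set beside 10000 random draws of as many peaks from the same list. Spacing is the share of peaks with another summit of the same list within 1 kb, set beside 10000 draws of uniform positions on each chromosome. Position is the share of peaks in the outer 20% at each end of a chromosome, 40% of the length in all. Density was compared between lists in windows of 5 Mb. With 1 sample per factor no model could be fitted across samples, and no p-value is given; shifts and draws describe these lists only. The named peaks are the 3 with the highest signal in each list.

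The test, the sharing limit, the rule for named peaks and most other settings were fixed before the data were examined. The alternatives fixed in this way were summit limits of 50 and 200 bp, an overlap of at least 1 bp, a reciprocal overlap of at least 50% (with intervals of 1 width, these equal summit limits of 200 and 100 bp), the strongest 50% of each list, a q-value of 0.0001 or less, an NKD2 list limited to as many peaks as NKD1, shifts of 10 kb to 1 Mb, ranks by q-value, and other limits for spacing and position. Leaving out chromosomes 1, 5 and 8, a background of uniform positions within 5 Mb windows, and the shifts of 10 kb to 1 Mb for HB115 and NACTF49 were added after the data were seen. Stretches with no peaks were taken as gaps of over 10 Mb between NACTF49 summits. In the NKD2 list they were taken as the longest run of 1 Mb windows at or under the median count divided by 3.

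The overlap, shift, rank and spacing code was tested on simulated lists. For the comparison of NKD1 with NKD2, lists of 1951 and 56855 simulated sites with a planted share of 59.9% gave back 60.1%, and the mean number shared over 1000 shifts was 11.1 where 10.9 was calculated. Peaks near transcription start sites, bound genes, the genes nearest to named peaks, the NKD motif and k-mers at peaks were planned, but they need the sequence and annotation of builds v3 and v4, which were not used here. The only gene table at hand belongs to another assembly. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.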

Results

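Binding of 4 transcription factors to B73 genomic DNA was measured by DAP-seq in 1 library per factor. NKD1 and NKD2 are the products of duplicate genes that the study examined in maize endosperm; HB115 and NACTF49 are named here as in the labels. The lists held 1951 peaks for NKD1, 56855 for NKD2, 936 for HB115 and 7388 for NACTF49. This corresponded to 0.926, 27.0, 0.455 and 3.59 peaks per Mb of chromosome. Peak numbers depend on sequencing depth and protein yield, which are unknown here, and there were no replicates, so the differences in number between the factors have no error estimate.

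The caller's own values are given to describe each list; they depend on the unknown depth of each library and are not scaled between libraries, so they do not compare binding strength between factors. The lowest −log10 q was close to the same value in each list, from 2.00 in NKD2 to 2.04 in NKD1, whereas the highest was 102 for NKD1, 159 for NKD2, 7.37 for HB115 and 14.2 for NACTF49. A q-value of 0.0001 or less was reached by 474 NKD1 peaks (24.3%), 20826 NKD2 peaks (36.6%), 40 HB115 peaks (4.27%) and 532 NACTF49 peaks (7.20%). Restriction to these peaks was the alternative that changed the numbers most. The median signal was 24.0 for NKD1, 21.0 for NKD2, 22.9 for HB115 and 18.0 for NACTF49, with maxima of 423, 618, 71.2 and 77.0.

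The highest signal in both NKD lists fell at the same place on chromosome 1 of build v4. The NKD1 peak spanned 162081744 to 162081944 with a signal of 423, and the NKD2 peak spanned 162081733 to 162081933 with a signal of 618, their summits 11 bp apart. The next NKD1 peak was on chromosome 1 from 133703828 to 133704028 with a signal of 256, also 11 bp from an NKD2 summit. At rank 3, 2 NKD1 peaks were tied at a signal of 205. They were on chromosome 2 from 83615299 to 83615499, with a −log10 q of 17.2, and on chromosome 7 from 44977058 to 44977258, with a −log10 q of 49.1. The NKD2 peaks at ranks 2 and 3 were on chromosome 3 from 205144486 to 205144686 with a signal of 440 and on chromosome 7 from 89470646 to 89470846 with a signal of 350, each 1 bp from an NKD1 summit. In build v3, the build in the names of the HB115 and NACTF49 lists, where the methods state v4, the strongest HB115 peaks were on chromosome 4 from 225685699 to 225685899 with a signal of 71.2, on chromosome 3 from 26519584 to 26519784 with a signal of 63.9, and on chromosome 10 from 113325372 to 113325572 with a signal of 63.0. The strongest NACTF49 peaks were on chromosome 4 from 193940907 to 193941107 with a signal of 77.0, and on chromosome 2 from 150148814 to 150149014 with a signal of 76.0 and from 153338730 to 153338930 with a signal of 72.0. No strongest peak of HB115 or NACTF49 had a summit of the other list within 100 bp.

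To compare the NKD paralogs, the positions of their peaks were matched. Of the 1951 NKD1 peaks, 1895 had an NKD2 summit within 100 bp, a share of 97.1% (95% interval 96.3 to 97.8%). After circular shifts the median number was 11 (central 95% of shifts 5 to 18), and 0 of 10000 shifts reached the observed number. In the other direction, 1979 of 56855 NKD2 peaks were shared, or 3.48% (3.33 to 3.63%). Limiting the NKD2 list to its 1951 strongest peaks was the alternative that moved these shares most: 51.3% of NKD1 peaks were then shared, and 51.9% of NKD2 peaks.

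The shared sites lay at the strong end of the NKD2 list. The median NKD2 percentile of shared peaks was 96.7 (95% interval 96.4 to 97.0), against 49.9 for the 54876 peaks that were not shared, and 0 of 10000 random draws of as many NKD2 peaks reached it. Among the strongest 10% of NKD2 peaks 26.7% were shared, in the next 10% of the list 3.73%, and in the weakest 10% of the list 0.141%. Of the 100 strongest NKD2 peaks, 96 were shared (96.0%, 90.2 to 98.4%), and of the 1000 strongest, 671 (67.1%, 64.1 to 69.9%). Across the 1895 shared pairs, the signals of NKD1 and NKD2 had a rank correlation of 0.647 (Spearman's rho), described across peaks, which are not independent replicates.

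**Figure D1:**
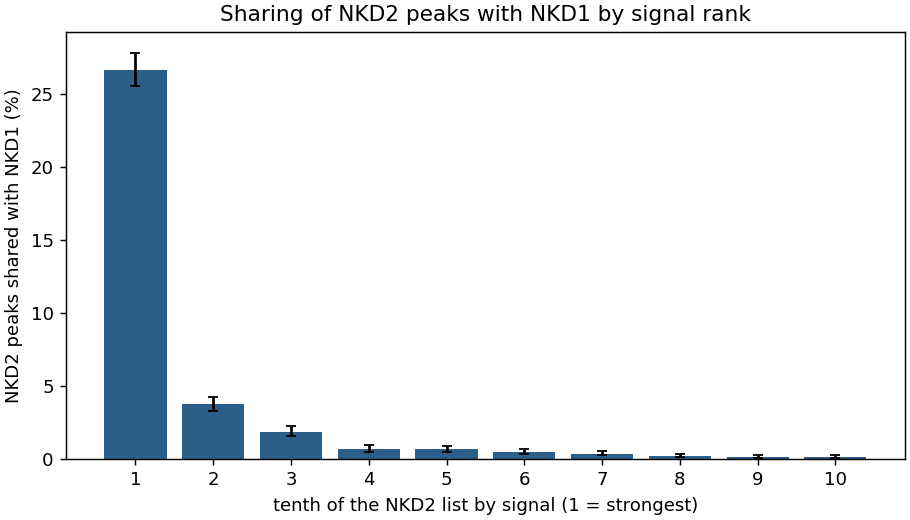
Share of NKD2 peaks with an NKD1 summit within 100 bp (y axis, percent) for each 10% of the NKD2 list by signal, from the strongest on the left (x axis); lines are 95% Wilson intervals. The share falls from 26.7% in the strongest 10% to 3.73% in the next and 0.141% in the weakest.

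The 56 NKD1 peaks without an NKD2 summit within 100 bp were weak. Their median percentile within the NKD1 list was 12.2 (95% interval 6.69 to 27.5), against 51.1 for the shared peaks, and 0 of 10000 random draws of 56 NKD1 peaks gave a median as low. Of these peaks, 14 had an NKD2 summit within 200 bp and 41 had none within 1 kb.

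Summits of shared pairs were close. The median distance was 1 bp, and 83.2% of pairs were within 5 bp. The NKD1 summit lay 1 bp above the NKD2 summit in 791 pairs and 1 bp below in 720 pairs, whereas both summits were at the same base in 9 pairs (0.475%).

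**Figure D2:**
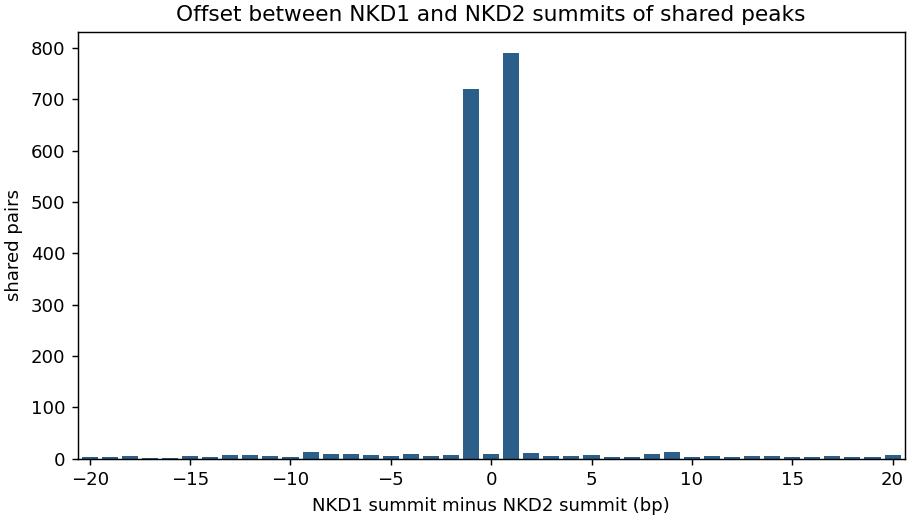
Number of shared pairs (y axis) by the NKD1 summit position minus the NKD2 summit position in bp (x axis), drawn for offsets up to 20 bp either way. The bars at 1 bp above and 1 bp below hold 791 and 720 pairs, and the bar at 0 holds 9.

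HB115 and NACTF49, both on build v3, shared few peaks. Of the 936 HB115 peaks, 5 had a NACTF49 summit within 100 bp, or 0.534% (0.228 to 1.24%), and the same 5 sites were 0.0677% of the NACTF49 list (0.0289 to 0.158%). Circular shifts gave a mean of 0.759, and 10 of 10000 shifts reached 5. With a q-value of 0.0001 or less in both lists, 0 of 40 HB115 peaks were shared, where 0.214 would be expected at the share in the full list, so a change was not detectable. The 5 sites, named because they were so few and chosen after their values were seen, had HB115 summits at 238764431 on chromosome 1, 25095201 on chromosome 2, 51610121 on chromosome 3, and 11239148 and 14790501 on chromosome 6. Their summit distances ranged from 3 to 51 bp. The percentiles by signal of the 5 sites ranged from 5.78 to 99.6 within NACTF49 and from 6.68 to 96.8 within HB115.

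Because the study looked at several binding sites per gene, the spacing of peaks within each list was measured. A neighbour within 1 kb was found for 40 NKD1 peaks (2.05%, 1.51 to 2.78%), 7085 NKD2 peaks (12.5%, 12.2 to 12.7%), 12 HB115 peaks (1.28%, 0.735 to 2.23%) and 224 NACTF49 peaks (3.03%, 2.66 to 3.45%). Uniform positions on the same chromosomes gave medians of 0.205%, 5.43%, 0% and 0.799%, and in each list 0 of 10000 draws reached the observed number. Relative to the mean of the draws, the number was 10.8 times higher for NKD1, 2.295 times for NKD2, 12.7 times for HB115 and 3.77 times for NACTF49. That mean was 3.70 peaks for NKD1, 3087 for NKD2, 0.943 for HB115 and 59.4 for NACTF49. Such ratios depend on the length of each list, so they do not rank clustering between the factors. Widening the limit to 5 kb moved the share most in each list, to 3.13% for NKD1, 35.4% for NKD2, 3.21% for HB115 and 9.20% for NACTF49.

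Gene density in maize is higher toward chromosome ends, so the position of peaks along chromosomes was compared with even spread. The outer 40% of chromosome length held 42.6% of NKD1 peaks (40.4 to 44.8%), 40.3% of NKD2 peaks (39.9 to 40.7%), 45.1% of HB115 peaks (41.9 to 48.3%) and 45.2% of NACTF49 peaks (44.1 to 46.3%). For the full lists, the interval of NKD2 included 40%, and those of the other lists lay above it. Without chromosomes 1, 5 and 8 the shares were 41.5% (38.9 to 44.1%), 39.1% (38.7 to 39.6%), 42.5% (39.0 to 46.0%) and 40.6% (39.3 to 41.8%), so that the NKD2 interval fell below 40% and those of NKD1, HB115 and NACTF49 included it.

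Those 3 chromosomes held long stretches with few or no peaks. In build v3, NACTF49 had 0 peaks between summits at 84102860 and 184980932 on chromosome 1, 14104755 and 142426657 on chromosome 5, and 16001731 and 169196297 on chromosome 8. These stretches were 100.9, 128 and 153 Mb long, 18.6% of the chromosome length covered, and at the density elsewhere 1688 NACTF49 peaks were expected in them. HB115 had 1 peak there where 214 were expected. In build v4, NKD2 had 141 peaks from 15000001 to 145000000 on chromosome 5 where 3732 were expected, and NKD1 had 5 where 128 were expected. The density of NKD2 peaks was 12.7 per Mb on chromosome 5 and from 27.6 to 29.5 per Mb on the other 9 chromosomes.

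**Figure D3:**
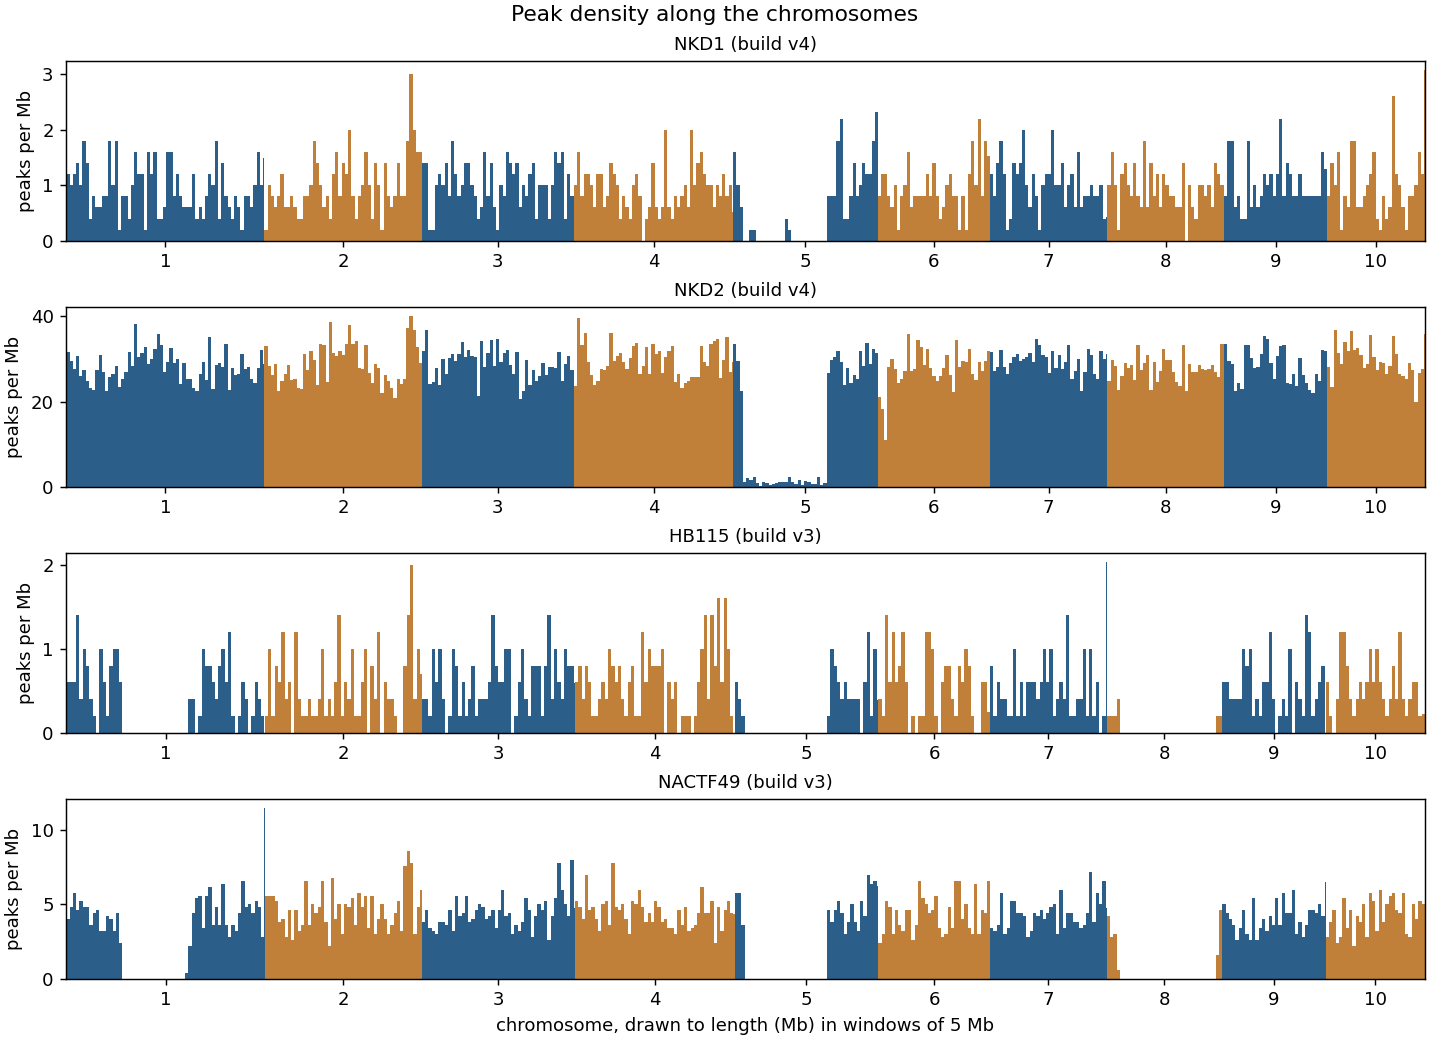
Peaks per Mb (y axis, a separate scale for each list) in 5 Mb windows along chromosomes 1 to 10 (x axis, to length, colours alternating by chromosome; the last window of a chromosome is shorter), for NKD1 and NKD2 on build v4 and HB115 and NACTF49 on build v3. HB115 and NACTF49 are nearly empty over long stretches of chromosomes 1, 5 and 8, where they hold 1 and 0 peaks, and the NKD lists are sparse over the middle of chromosome 5.

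The stretches also entered the correlation of density between lists. Over 426 windows of 5 Mb, the densities of NKD1 and NKD2 had a Pearson's r of 0.508 and a Spearman's rho of 0.378. Without chromosomes 1, 5 and 8, over 282 windows, these were 0.274 and 0.234. In the NKD lists only chromosome 5 was sparse, as NKD2 had 28.2 and 27.7 peaks per Mb on chromosomes 1 and 8. For HB115 and NACTF49 the values were 0.478 and 0.447 over 417 windows, and 0.134 and 0.0962 over the 276 windows on the other 7 chromosomes. These describe windows of single libraries, which are not independent replicates. NKD1 and HB115 had only 0.926 and 0.455 peaks per Mb, so counting error lowers the correlations. A low value therefore does not show that regional densities differ.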

Values the study reported

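The study reported 1,951 peaks for NKD1 and 56,855 peaks for NKD2. It placed 93 of the NKD1 peaks and 1,692 of the NKD2 peaks within 3 kb of an annotated transcription start site. This gave 92 and 1,233 bound genes, and the study found every NKD1 bound gene among those bound by NKD2. It also gave percentages of bound sites within 3 kb of a start site. For both factors these are higher than the counts above make of the full lists, and the difference was not examined here.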

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

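Leaving out chromosomes 1, 5 and 8, uniform positions within 5 Mb windows, and the local shifts of HB115 were chosen after the data were seen; the other alternatives were planned. Because all intervals have 1 width, an overlap of at least 1 bp equals a limit of 200 bp and a reciprocal overlap of at least 50% equals the main limit, so these 6 are not counted. Of the other 86 alternatives to 24 results, 42 stayed within the limit set for them and 44 moved further. The limit was the counting error, or a factor of 1.5 for peak numbers. For mean numbers from shifts or uniform draws it was the central 95% of single shifts or draws. That limit is wide for a mean, and all alternatives judged by it stayed within it. Shares were judged against the interval of the full list, so a move in a shorter list can lie within that list's own counting error. No paired analysis was possible because each factor has 1 sample. Sequencing depth is unknown, which limits every comparison of peak number between factors.

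Peak numbers changed by construction under stricter lists. The strongest 50% left 976 NKD1, 28428 NKD2, 468 HB115 and 3694 NACTF49 peaks, and a q-value of 0.0001 or less left 474, 20826, 40 and 532. Merging summits within 100 bp changed the numbers little, for NKD2 to 56454.

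The share of NKD1 peaks at an NKD2 peak stayed high under all alternatives but one. It was 94.6% within 50 bp, 97.8% within 200 bp, 99.2% for the strongest 50% of each list and 98.5% for a q-value of 0.0001 or less, whose own interval of 97.0 to 99.3% included the main share. It was 51.3% when the NKD2 list was limited to as many peaks as NKD1, which by construction removes weaker NKD2 peaks. The share of NKD2 peaks at an NKD1 peak was 3.27% within 50 bp, 2.39% for a q-value of 0.0001 or less and 51.9% for the limited NKD2 list. Shifting each peak by 10 kb to 1 Mb gave a mean of 11.2 shared NKD1 peaks, against 10.9 for circular shifts, and 0 of 10000 shifts reached the observed number.

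The median NKD2 percentile of shared peaks ranged from 96.5 to 96.9 under the other limits and the rank by q-value. The median percentile of unshared NKD1 peaks was 8.02 for a limit of 200 bp and 21.6 by q-value. Both lay within the wide interval of the main value of 12.2. For a limit of 50 bp the median was 27.5, at the upper end of that interval. How low the unshared peaks ranked thus depended on the limit.

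The 5 sites shared by HB115 and NACTF49 are too few for a firm share. With the strongest 50% of each list the share was 0.214% of HB115 and 0.0271% of NACTF49 peaks, and with a q-value of 0.0001 or less both shares were 0%. These differences were within the counting error of the shorter lists. With shifts of 10 kb to 1 Mb, 17 of 10000 reached 5, against 10 for circular shifts.

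Shares of peaks with a neighbour rose with the limit, and stricter lists lowered them in NKD2 and NACTF49. Within 500 bp they were 8.11% for NKD2, 0.427% for HB115 and 1.87% for NACTF49. Within 5 kb they were 3.13% for NKD1, 35.4% for NKD2, 3.21% for HB115 and 9.20% for NACTF49. The strongest 50% lowered the share to 7.13% for NKD2 and 1.84% for NACTF49, whereas NKD1, at 2.05%, and HB115, at 1.71%, stayed within counting error. A q-value of 0.0001 or less lowered it to 6.75% for NKD2 and 0.752% for NACTF49. It gave 2.95% for NKD1, 14 of 474 peaks, and 0% for HB115, 0 of 40 peaks. Their intervals of 1.77 to 4.90% and 0 to 8.76% included the main shares, so no change was detectable. A shorter list has fewer neighbours by chance too, and no uniform positions were drawn for the shorter lists. The lower shares therefore do not show that strong peaks cluster less. With uniform positions within 5 Mb windows, the mean number expected by chance in the full lists stayed within the spread of single draws. For NKD2 this mean went from 3087 to 3198 peaks.

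Position is given here as the share of peaks in the outer part divided by its share of length. In the outer 10% at each end the ratio was 1.24 for NKD1, 1.05 for NKD2, 1.21 for HB115 and 1.26 for NACTF49. Ratios in the outer 20% were lower, at 1.06, 1.01, 1.13 and 1.13. The outer 10% was not examined without chromosomes 1, 5 and 8, whose empty stretches lay mostly farther inward and so raise these ratios. Outside the stretches NACTF49 had 4.41 and HB115 0.559 peaks per Mb, against 3.59 and 0.455 over all chromosomes. An excess at the ends beyond this effect was not shown for either list. The strongest 50% gave 1.03 for NKD2 and 1.22 for HB115, and a q-value of 0.0001 or less gave 1.02 for NKD2, 1.31 for HB115 and 1.16 for NACTF49. For HB115 and NACTF49 these values were within the counting error of the shorter lists. For NKD2 the outer 40% of the length held 41.1% of the strongest 50% (40.5 to 41.7%). With a q-value of 0.0001 or less it held 41.0% (40.3 to 41.6%). Both NKD2 intervals lay above 40%, whereas that of the full list included it. Without chromosomes 1, 5 and 8 the ratio was 0.979 for NKD2 and 1.01 for NACTF49. The excess of NACTF49 in the outer 20% thus rested on the chromosomes with empty stretches. The NKD2 change came from chromosome 5, where the outer 40% of the length held 62.0% of peaks, against 39.0% on chromosome 1 and 39.7% on chromosome 8.

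Peaks within 3 kb of a transcription start site, bound genes, the NKD motif and k-mers at peaks, with all their alternatives, were not run, because the sequence and annotation of builds v3 and v4 were not used here. Sharing between the NKD lists and the HB115 and NACTF49 lists was not run, because their builds differ.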

Other observations

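The NKD2 rank of peaks shared with NKD1 was fixed before the data were examined, and the other tests in this part were chosen after the patterns were seen. All rest on 1 library per factor.

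HB115 and NACTF49 were nearly without peaks over 3 stretches of chromosomes 1, 5 and 8 in build v3. The 0 NACTF49 peaks there, where 1688 were expected, followed from drawing the stretches as gaps in that list. Chance gaps are argued against by the HB115 list, which had 1 peak there where 214 were expected. Pericentromeric sequence with few uniquely mapped reads is argued against by the longest gap on the other 7 chromosomes, 2.499 Mb. Sequence missing from the seedling DNA is argued against for chromosomes 1 and 8 by the NKD2 list, whose longest gap there was 0.485 Mb, although that list is on build v4 and its library may come from another preparation of B73 DNA. A candidate explanation is a loss shared by both libraries in processing, such as the subtraction of very wide regions, since HB115 had 1 peak inside stretches that were drawn from NACTF49 alone. Removal of called peaks and loss of reads before calling cannot be told apart from the lists, as either gives 1 HB115 peak where 214 were expected. The file names give different versions of the list of problem regions for the NKD lists and the other 2 lists. That list was not analysed here. An absence of binding by both factors over these stretches was not tested and stays open.

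NKD2 peaks were sparse but not absent from 15000001 to 145000000 on chromosome 5 of build v4. A higher calling threshold there is argued against by the 141 remaining peaks, whose median percentile by signal was 45.3 (95% interval 34.8 to 58.0). Even thinning is argued against by their clumping. Of successive remaining peaks, 23.6% were closer than 21.2 kb, the median gap of the whole list, and keeping as many NKD2 peaks at random from stretches of that length on the other 9 chromosomes gave at most 9.29% in 10000 draws. The clumps are consistent with regions that were removed in pieces after a move between builds and left intact islands. In build v3, NACTF49 had a gap from 14104755 to 142426657 on chromosome 5, and HB115 had 0 peaks there where 71.7 were expected. All 4 lists thus lacked most peaks over the middle of this chromosome, although no position was compared between the builds. A cause particular to the NKD factors would not account for the other 2 lists. Low binding by both NKD factors, or by all 4 factors, in this stretch was not tested and stays open.

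NKD1 peaks fell at the strongest NKD2 peaks. A distinct set of NKD1 sites is argued against by the strongest 10% of NKD1 peaks, of which 2 of 195 had no NKD2 summit within 100 bp. A shared site preference with only the strongest sites called for NKD1 is a candidate explanation. From motif enrichment, the study reported potential binding motifs of both factors with a TTTGTC core. Motifs were not examined here. The median NKD2 percentile of shared peaks, 96.7, restates the pattern and does not test it. Of the 100 strongest NKD2 peaks, 96 were shared, but 329 of the 1000 strongest were not. The NKD2 rank alone therefore did not set which sites were called for NKD1. Weaker binding by NKD1 and a lower depth or protein yield of its library cannot be told apart, because both would give signals that rank alike, as seen in the rank correlation of 0.647, and no read totals are in the lists. The number of NKD1 peaks is therefore no measure of how many sites NKD1 can bind.

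Summits of NKD1 and NKD2 at shared sites were 1 bp apart far more often than they coincided. Random error in placing summits is argued against by the 9 pairs at an offset of 0 bp, since error around a common position would make that offset at least as common as its neighbours. A constant coordinate shift is argued against by the 720 pairs in which NKD1 lay 1 bp below NKD2, beside 791 with NKD1 1 bp above. A candidate explanation is that the caller anchored summits to a motif, with an anchor base 1 bp apart between the libraries and a direction that follows the strand of the motif. This would give equal numbers in both directions, and 52.3% of the 1511 offsets of 1 bp were positive (95% interval 49.8 to 54.9%). If so, the summits would mark the motif itself, and the offset would give the strand relative to it. No biological explanation was tested.

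Neighbouring NKD2 summits were 152 bp apart in 80 pairs. The next most common spacings between 60 bp and 2 kb were 122 bp with 37 pairs, 78 bp with 33 and 156 bp with 32. Chance is argued against by the mean of 8.98 pairs per spacing over the 40 spacings within 20 bp of the most common one. A single tandem array is argued against by the 76 different 1 Mb windows that held the 80 pairs. Copies of a dispersed repeat that carries 2 binding sites are a candidate explanation that was not tested. The pairs lay on 10 chromosomes, but this does not favour a repeat, since each chromosome held from 2849 to 8643 NKD2 peaks. The 33 pairs at 78 bp also lay on 10 chromosomes. A fixed distance made by the caller cannot be told apart from such a repeat with these lists. NACTF49 had at most 2 pairs at one spacing, but only 2.53 would be expected at the NKD2 rate. In NKD1, spacings of 78 and 156 bp each occurred in 3 pairs on 3 chromosomes. The sequence between such summits would decide.

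Shared NKD2 peaks had a further NKD2 summit between 200 bp and 1 kb away in 9.90% of cases (95% interval 8.66 to 11.3%), against 8.35% of the whole list. The high signal rank of shared peaks may account for this, as unshared NKD2 peaks drawn with the same ranks gave a median of 10.8%. Ranks were matched in 200 bins, and in 3 bins with fewer unshared than shared peaks the draws were made with replacement. Clusters of sites favoured where both factors bind are argued against as the source by the 9406 of 10000 such draws with at least as many neighbours. This was a negative result.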
